A study of Shewanella oneidensis MR-1 with 6 samples. Its data were reported in "Cross-regulation of amino acid synthesis and anaerobic electron transfer by MetR-mediated methionine signaling" (2026).

How the data were processed

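Gene expression was measured in wild-type *Shewanella oneidensis* MR-1, a bacterium that can pass respiratory electrons to solids outside the cell (extracellular electron transfer, EET). The cells were grown aerobically in lactate minimal medium (LMM) without methionine (Met-free, 3 cultures) or with 130 µM methionine (Met-supplemented, 3 cultures) and collected in the logarithmic phase. Each sample was 1 array of a custom Agilent design, read in 1 color with Cy3-labeled RNA. Groups and replicate numbers were taken from the sample labels.

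Per the file headers, the authors scanned the arrays and ran Agilent Feature Extraction 11.5.1.1, whose processed signal is a background-subtracted and detrended intensity that is not scaled between arrays. The deposited log2 values of the series table had the same quantiles on every array and ranked closest to the median spot intensity, so they were treated as quantile-normalized and used only as an alternative. Per the file headers, all 6 arrays shared 1 slide and 1 scan, so neither could act as a block. The Met-free arrays lay in 1 row of the slide and the Met-supplemented arrays in another, so slide row and group cannot be told apart.

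In R 4.3.3, log2 of the processed signal was taken, and the 75th percentile of the 13379 non-control probes was subtracted on each array. The 158 probes that carried an outlier mark on any array were left out. A probe was kept if it was well above background on every array of at least 1 group, which left 12793 probes and 4644 genes. The value of a gene was the median of its probes, and 3860 genes had 3 probes. The files name genes by locus tag only. Symbols are those that the study's gene lists pair with the tags, and 979 of the 4644 tested genes had one. Where 1 symbol stands for several tags, the tag is given. No genome was used here, so no coordinates are given.

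Groups were compared with limma 3.58.1 (lmFit and eBayes) with the replicate number as a block, because the study's methods name a paired test. P-values were adjusted by the Benjamini-Hochberg method over the 4644 genes. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and fold changes are Met-supplemented minus Met-free. A gene whose probes were not well above background on any array of a group has only a bound in that group. This held for 9 of the called genes, 2 in the Met-free group and 7 in the Met-supplemented group, and none of these is named below.

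13 gene lists were tested with camera (two-sided, preset inter-gene correlation of 0.01), with fry and with camera at an estimated correlation beside it, and adjusted over the 13 lists. 8 lists are processes of the study's selected genes with operons written out, chosen by the study in part on these arrays. A list of 4 loci, SO_1231 to SO_1234, stands for trimethylamine *N*-oxide (TMAO) reduction, and the names of these loci are in no table used here. The other 4 lists are genes higher or lower on overexpression of *metR*, which encodes a regulator of methionine synthesis, and genes with a predicted site upstream for MetR or for the cAMP receptor protein CRP. The lists used here hold slightly fewer tags than the totals in the study's text. A planned list of ribosomal protein genes was not run, because no annotation was used here. The named genes are those of the process and TMAO lists, plus the 5 highest and the 5 lowest fold changes among called genes that changed the same way in all 3 same-numbered pairs. Of the list genes, some are written out, and which ones was chosen after their values were seen.

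The procedure was tested on simulated arrays with 200 changed genes among 4644. Of the genes changed by a log2 fold change of 1.25, 82.0% were called in the right direction, and of those changed by 2, all were. No unchanged gene was called. The simulated noise had 1 SD for all genes and both groups, the mean of the group medians of 0.26 and 0.17. At that noise an unchanged gene could hardly reach a log2 fold change of 1. No gene of larger spread and no array between the groups was simulated, so these rates do not cover such cases. The alternatives were normexp background correction (offset 50, on the median spot signal because the mean was not used here), quantile normalization, median scaling, scaling on probes detected on all arrays, the deposited log2 values, other probe filters and summaries, a test per probe, no block, other variance models and plain tests, and leaving out arrays. Scaling on the E1A spike-in controls, and the deposited values without the block, were added after the data were examined. Fisher's exact tests of the *metR* lists, the counts of agreeing probes and the choice of genes drawn in the plots were also added after the data were examined. The tests under the other observations were all devised after the data were examined, and those chosen after their own result was seen are named there. The remaining tests, lists and thresholds of the report were fixed before the data were examined.

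Between 12433 and 13155 of the 13379 probes were well above background per array, and no probe was saturated. The number of arrays, 3 per group, limits the precision.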

Results

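The transcriptomes of 6 aerobic cultures of *S. oneidensis* MR-1 were compared, 3 grown in Met-free LMM and 3 in LMM with 130 µM Met. The comparison asked which genes respond to Met in the medium when anaerobic respiration is not required. The median processed signal of the non-control probes ranged from 1202 to 1992 intensity units per array, and 92.9% to 98.3% of the probes were well above background. Across genes, the correlation between arrays was 0.985 to 0.990 within the Met-supplemented group, 0.960 to 0.976 within the Met-free group and 0.888 to 0.944 between groups. Genes are not independent replicates, so these coefficients describe the arrays only. The first principal component held 73.2% of the variance and separated the groups. Met-free replicate 3 had a score of -15.7 on it, against -34.1 and -36.5 for the other Met-free arrays and 28.0 to 30.1 for the Met-supplemented arrays. The median SD of a gene was 0.26 log2 units among Met-free arrays and 0.17 among Met-supplemented arrays.

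**Figure D1:**
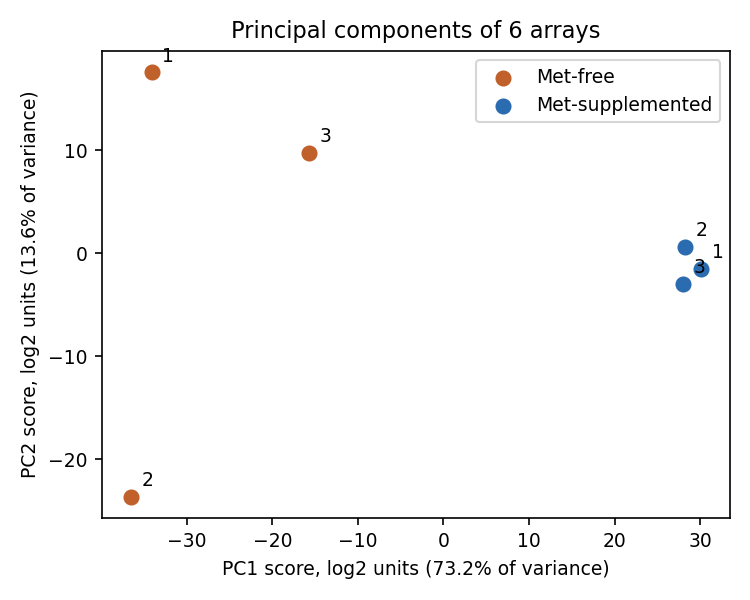
Scores of the 6 arrays on the first 2 principal components of the normalized log2 gene values, with the share of variance on each axis; each point is 1 array, colored by group and numbered by replicate. The Met-supplemented arrays lie together at 28.0 to 30.1 on the first component, and Met-free replicate 3 lies at -15.7.

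With limma, 847 of the 4644 genes tested (18.2%) were called changed, 459 higher and 388 lower with Met. The median absolute log2 fold change of the called genes was 1.36. A log2 fold change of at least 2 was reached by 104 of the genes called higher and 29 of those called lower. Of the called genes, 846 changed in the same direction in all 3 same-numbered pairs. The calls were made on these same pairs, so this agreement largely follows from the calling and is not separate evidence. Of 682 called genes with 3 probes, 655 had all probes changed in the direction of the gene and 27 did not. The counts moved most under the methods' t-test, which is paired per gene. It called no gene after Benjamini-Hochberg adjustment, and 325 higher and 224 lower at an unadjusted p under the same threshold. The number of genes lower with Met also depended on 1 pair of arrays, since it was 245 without replicate 1.

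The genes with the lowest fold changes belonged to methionine metabolism. *metE* (SO_0818) went from a normalized log2 signal of 3.07 ± 1.72 (SD, n = 3) in Met-free cultures to -3.47 ± 0.06 (SD, n = 3) with Met, a log2 fold change of -6.53 ± 0.56 (SE, limma adjusted p = 0.000542). *metL* (SO_4055) changed by -5.56 ± 0.26 (SE), *metF* (SO_4054) by -4.47 ± 0.26 and *metT* (SO_1087) by -4.34 ± 0.30 on the log2 scale. *metR* (SO_0817) went from 1.50 ± 0.30 to -2.58 ± 0.08 (SD, n = 3 each), a log2 fold change of -4.09 ± 0.21 (SE, limma adjusted p = 0.000151). All 5 genes of the methionine biosynthesis list were called lower, and *metB* (SO_4056), *metY* (SO_1095) and *metA* (SO_1676) changed by -3.79, -2.26 and -1.79. Among Met-free arrays, *metE* was at 2.27, 5.04 and 1.89 and *metB* at -1.17, 2.21 and 0.83 in replicates 1, 2 and 3. With only probes well above background on every array, *metE* changed by -5.87 and *metB* by -4.05. The sizes of these 2 changes thus depend in part on dim probes. The values of the other *met* genes named here stayed the same under that filter.

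The genes with the highest fold changes were *fdhX* (SO_4512), *yfiA* (SO_3422), *cusB* (SO_4597), SO_A0154 and *dcuB* (SO_4417). *fdhX*, whose product is an accessory protein of formate dehydrogenase, went from -4.30 ± 1.32 to 1.52 ± 0.14 (SD, n = 3 each), a log2 fold change of 5.81 ± 0.40 (SE, limma adjusted p = 0.000376). The other 4 changed by 4.25 ± 0.56, 4.24 ± 0.36, 4.24 ± 0.35 and 4.15 ± 0.22 (SE), in the order named. For all 5, the difference between groups exceeded the SD of either group.

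**Figure D2:**
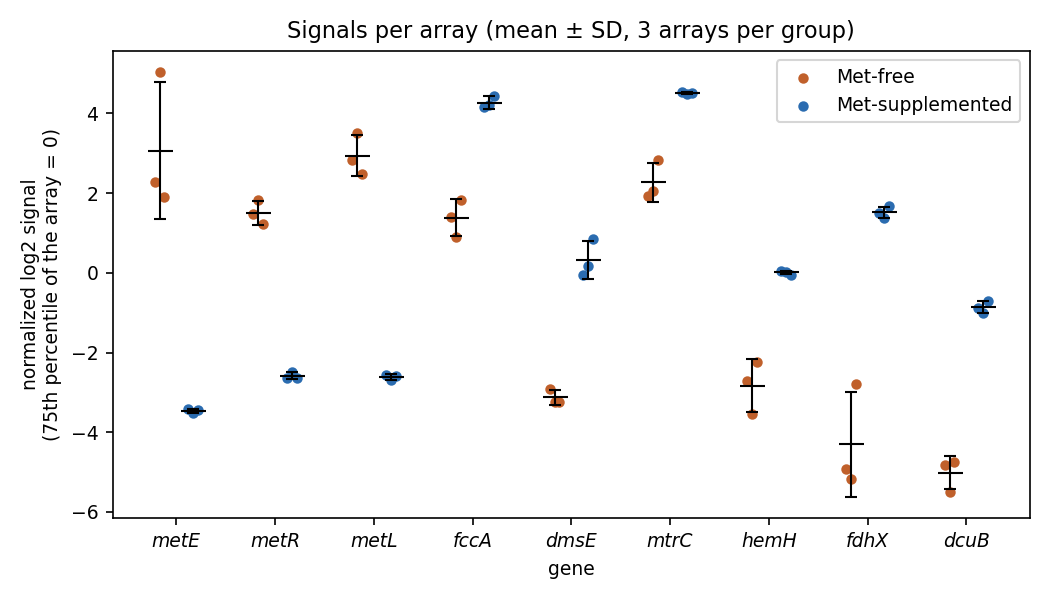
Normalized log2 signal, with the 75th percentile of each array at 0, for 9 genes; points are arrays, and bars give the mean and SD of the 3 arrays of a group. *metE*, *metR* and *metL* are lower and the other 6 genes higher in every Met-supplemented array than in every Met-free array.

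Genes of EET and anaerobic respiration had a median log2 fold change of 1.39, and 7 of 12 were called higher and none lower (camera adjusted p = 4.33e-05). *fccA* (SO_0970), which encodes a fumarate reductase, rose by 2.89 ± 0.23 (SE, limma adjusted p = 0.000514) on the log2 scale. In *omcA-mtrCAB*, whose products form the outer membrane route of EET, *omcA* (SO_1779) rose by 1.87 ± 0.20, *mtrC* (SO_1778) by 2.24 ± 0.24, *mtrA* (SO_1777) by 1.59 ± 0.21 and *mtrB* (SO_1776) by 1.19 ± 0.23 (SE), and all were called. The call of *mtrB* was lost without replicate 2 (0.95) and without Met-free replicate 2 alone (0.88). *cymA* (SO_4591), for the inner membrane cytochrome, rose by 0.79 ± 0.22 (limma adjusted p = 0.0304), which is below the fold threshold. It was 1.02 under quantile normalization and 0.65 under normexp (adjusted p = 0.0879), and its adjusted p reached 0.170 without replicate 1. The genes of the dimethyl sulfoxide reductase operon differed among themselves. *dmsE* (SO_1427) rose by 3.45 ± 0.27 and *dmsF* (SO_1428) by 3.07 ± 0.27 (SE), whereas *dmsA*, *dmsB*, *dmsG* and *dmsH* (SO_1429 to SO_1432) had log2 fold changes between -0.22 and 0.19 with adjusted p of 0.482 to 0.993. The signs of *dmsA*, *dmsB* and *dmsG* depended on the scaling or on the arrays used, and none of these 4 genes was called under any setting. Each of their 12 probes was well above background on all 6 arrays.

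**Figure D3:**
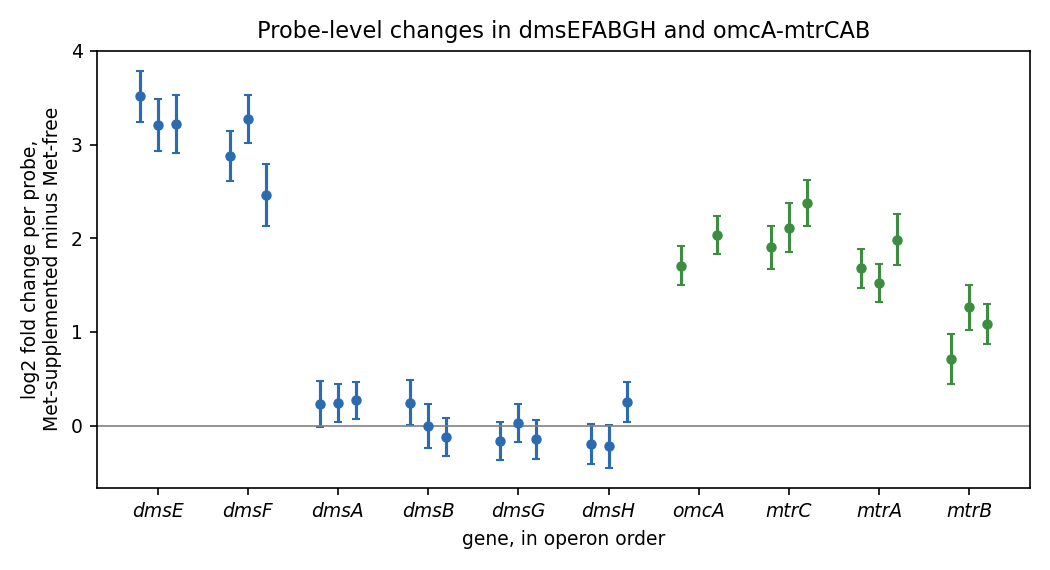
Log2 fold change of each probe, Met-supplemented minus Met-free, with its SE as an error bar, for the genes of *dmsEFABGH* and *omcA-mtrCAB* in operon order. The 6 probes of *dmsE* and *dmsF* lie between 2.46 and 3.51, and the 12 probes of the other *dms* genes lie between -0.22 and 0.27.

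Heme biosynthesis genes had a median log2 fold change of 1.09, with 9 of 12 called higher (camera adjusted p = 2.36e-05). The highest were *hemH* (SO_2019) at 2.84 ± 0.28 (SE), *hemG* (SO_3720) at 2.78 ± 0.27 and the other *hemG* locus (SO_0027) at 2.64 ± 0.30. For cytochrome *c* maturation the median was 0.61 (camera adjusted p = 0.0171), and only *ccmB* (SO_0262), at 1.12 ± 0.20, was called of the 10 genes. This list no longer passed in 4 of the 9 fits that left out arrays, with a median of 0.29 (camera adjusted p = 0.291) without replicate 2. All 21 genes of intracellular electron transfer had positive fold changes, with a median of 1.38, and 14 were called higher (camera adjusted p = 6.28e-09). Among them, the 2 loci named *frdC* rose by 2.54 (SO_0397) and 2.24 (SO_0396), *lldE* (SO_1520) by 1.90, *fdnG* (SO_0101) by 1.50, *nqrA* (SO_0902) by 1.38 and *cydA* (SO_3286) by 1.23. The list of fermentation and central carbon genes had a median of 1.68 with 4 of 6 called higher (camera adjusted p = 0.000149), and *pflB* (SO_2912), *ldhA* (SO_0968) and *adhE* (SO_2136) rose by 1.94, 1.71 and 1.65. The ubiquinone biosynthesis list had a median of 0.75 (camera adjusted p = 0.00449), and of its 11 genes *yigP* (SO_4200), at 1.46 ± 0.20, was called. The operon from *ubiE* to *hemB* is written out in it, so it also holds *tatA* to *tatD*, *hemB*, SO_4205 and SO_4207. *ubiG*, *ubiE* and *ubiB* changed by 0.75, 1.05 and -0.16, and *tatA* and *tatB* by 0.94 and 1.00. The list test is therefore not one of the *ubi* genes alone. Methionine biosynthesis had a median of -3.79 (camera adjusted p = 2.36e-05).

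**Figure D4:**
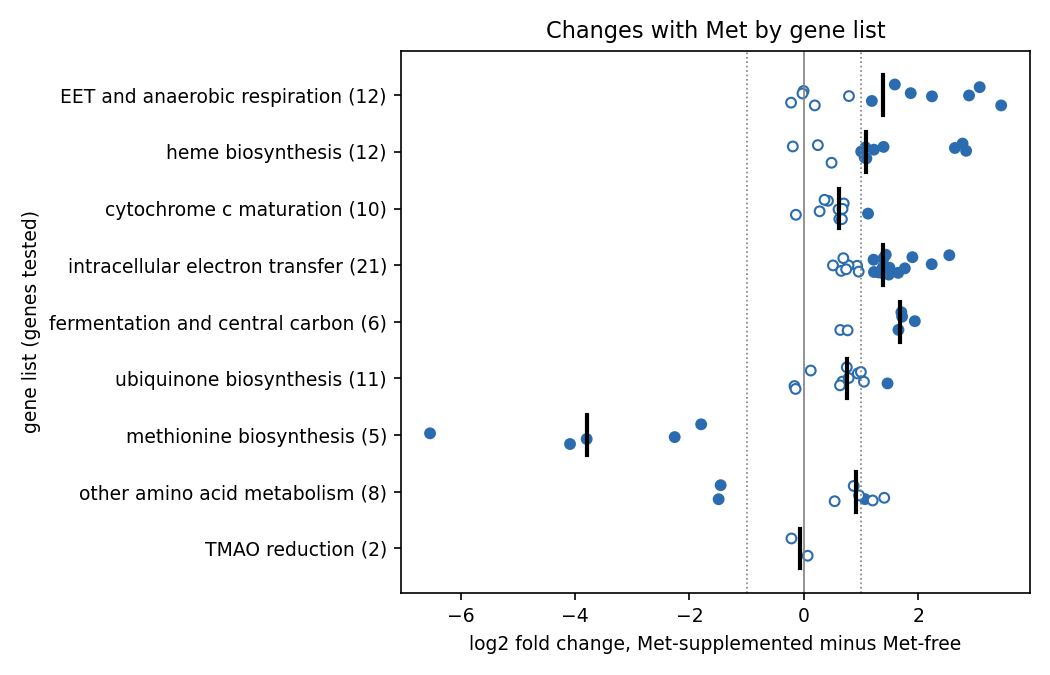
Log2 fold change of each gene, Met-supplemented minus Met-free, by gene list, with the number of genes tested in parentheses; solid points were called changed, open points were not, and thick bars mark list medians. The methionine biosynthesis genes lie to the left with a median of -3.79, and the list medians from EET to ubiquinone biosynthesis lie between 0.61 and 1.68.

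The remaining amino acid genes did not move as a list, with a median of 0.92, a mean of 0.39 and a camera adjusted p of 0.386. Of the 8, *argC* (SO_0275) was called higher at 1.07 ± 0.27, and *glyA* (SO_3471) and *trpE* (SO_3019) were called lower at -1.49 ± 0.36 and -1.45 ± 0.43 (SE). These 3 calls were fragile. Of the 9 fits that left out a pair or a single array, *argC* lost its call in 7, *trpE* in 6 and *glyA* in 5. Of the 15 other alternatives, *trpE* also lost it in 3, among them normexp (-1.08, limma adjusted p = 0.120), and *argC* in 2, normexp (0.92) and median scaling (0.99). Without replicate 2, *glyA* stood at -0.89 and *trpE* at -0.71, and the list rose with a median of 1.71 (camera adjusted p = 0.000213). In the TMAO list, 2 of 4 loci were bright enough to be tested, SO_1231 at 0.07 ± 0.20 and SO_1232 at -0.22 ± 0.21 (SE), and neither was called.

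The study chose the 8 process lists in part on these arrays, so their tests are not independent evidence. Adjusted over the list alone, the number of genes called was that given above except in ubiquinone biosynthesis, where 2 genes were called higher. Of the 9 lists that passed with camera, 6 also passed with fry. Those that did not were cytochrome *c* maturation (fry adjusted p = 0.203), intracellular electron transfer (0.0513) and predicted CRP sites (0.0513). With the inter-gene correlation estimated from the arrays, no list passed, and the smallest adjusted p was 0.336. The block leaves few residual degrees of freedom on 6 arrays, which limits this test. For heme and ubiquinone biosynthesis the estimate was -0.012 and -0.061, below the preset 0.01. Their unadjusted camera p still rose, from 5.91e-06 to 0.0411 and from 0.00276 to 0.0882. The highest estimate was 0.821. The failures therefore cannot be put down to correlation between genes alone.

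The lists drawn from other experiments or from sequence asked whether the Met response overlaps with genes under *metR*. Genes lower on *metR* overexpression rose with Met, with a median log2 fold change of 0.27 over 410 genes (camera adjusted p = 4.33e-05). Of these, 112 (27.3%) were called higher, against 8.20% of the genes off the list, and 20 (4.88%) were called lower, against 8.69% (two-sided Fisher's exact tests, chosen after the counts were seen, adjusted p = 6.12e-26 and 0.0108 over 5 tests). Genes higher on *metR* overexpression had a median of 0.10 over 307 genes (camera adjusted p = 0.120), with 34 called higher and 24 called lower. Neither share differed from that off the list (adjusted p = 0.610 and 0.831). Among called genes, the direction differed between the lists (odds ratio 3.92, Fisher's exact test, adjusted p = 0.000383). Fisher's test treats genes as independent, which genes of one operon are not. Adjusted over the list alone, 113 genes of the first list were called higher and the other counts stayed the same. Genes with a predicted MetR site had a median of 0.14 over 134 genes, with 25 called higher and 17 called lower (camera adjusted p = 0.120), and 26 and 17 when adjusted over the list alone. Genes with a predicted CRP site had a median of 0.39 over 339 genes, with 95 called higher and 26 called lower (camera adjusted p = 2.36e-05). The CRP median was also 0.39 with the 1 gene that has only a bound placed at that bound.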

Values the study reported

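Of 4,214 genes, the study reported 599 as upregulated and 555 as downregulated in the presence of 130 µM Met. Its thresholds were p under 0.05 and an absolute log2 fold change of at least 1. Its methods name a paired t-test with Benjamini-Hochberg correction and describe calls per probe. The counts in the results above are per gene, so the 2 sets of counts are not like for like. It gave log2 fold changes of −6.8 for *metE*, −4.4 for *metR*, 2.9 for *fccA* and 1.3 for *cymA*. An operon was represented by its leading gene alone, at 3.3 for *dmsEFABGH* and 2.4 for *omcA-mtrCAB*. With *metR* overexpressed, it reported 722 affected genes, of which 308 were higher and 414 lower.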

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

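The spike-in scaling, and the deposited values without the block, were chosen only after the data were seen. The other alternatives were planned. The replicate numbers did not pair the samples: the deviations of same-numbered arrays from their group means correlated at -0.14, -0.11 and -0.19 across genes. With no replicate block, 448 genes were higher and 389 lower, and 832 of these 837 genes were also called with the block. No list, and none of the 44 named genes that were followed, changed its call with no replicate block.

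The median log2 fold change of all genes was -0.05 as reported and between -0.13 and 0.04 under the other scalings and background corrections, all within 0.1 of the reported value. The share of calls that were higher was 54.2% as reported, 46.6% under median scaling and 59.6% under normexp, shifts of under 10 percentage points. Of the 847 reported calls, 760 were shared with quantile normalization, 675 with the deposited values, 652 with normexp, 628 with normexp and quantile normalization and 794 with spike-in scaling. The counts changed by more than 1.5 times with the paired t-test per gene (0 higher and 0 lower). They also did with the adjusted p alone (713 and 693) and with limma's treat against a log2 fold change of 1 (79 and 24). The last 2 follow from the construction of the call. An unpaired plain test called 339 higher and 261 lower after adjustment. Leaving out a replicate pair gave 362 to 564 genes higher and 245 to 505 lower, with the lowest number lower without replicate 1. Leaving out single arrays with no replicate block gave 421 to 540 higher and 322 to 491 lower, with the highest numbers without Met-free replicate 3.

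The medians of the EET (1.39), heme (1.09), intracellular electron transfer (1.38), fermentation (1.68), ubiquinone (0.75), methionine (-3.79), lower on *metR* overexpression (0.27) and CRP (0.39) lists kept their direction under all alternatives run, and their tests passed in all but the set tests named here. With camera at an estimated correlation, none of them passed (adjusted p = 0.336 for each), nor did cytochrome *c* maturation (0.61, adjusted p = 0.543). As said above, the few residual degrees of freedom limit that test. With fry, cytochrome *c* maturation, intracellular electron transfer and CRP did not pass. Cytochrome *c* maturation also lost its call under spike-in scaling (0.55, adjusted p = 0.0514), and its median was 0.29 to 0.90 without a replicate pair and 0.31 to 0.81 without a single array. It lost its call in 4 of these 9 fits: without replicate 2 (0.29, adjusted p = 0.291), without replicate 3 (0.57, adjusted p = 0.0765), without Met-free replicate 2 (0.31, adjusted p = 0.0829) and without Met-supplemented replicate 3 (0.49, adjusted p = 0.0512). The adjusted p of this list ranged from 0.000230 to 0.543 over its alternatives. The list of other amino acid genes passed only without Met-free replicate 2, alone (1.72) or with its pair (1.71), and its range was 0.21 to 1.71 without a pair and 0.33 to 1.72 without a single array. The cause was not tested.

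Directions that reversed belonged to values near 0. The list higher on *metR* overexpression had a median of 0.10, and -0.0025 with normexp and quantile normalization and -0.0063 with the deposited values, with or without the block. The TMAO list had a median of -0.07, 0.093 with normexp and 0.29 with no filter on dim probes, where all 4 loci enter. It was -0.13 to -0.0096 without a replicate pair and -0.13 to 0.00032 without a single array. For *dmsA* the change was -0.012 with normexp and quantile normalization and -0.020 with the deposited values, with or without the block. For *dmsB* it was 0.038 with normexp, 0.016 with the percentile of detected probes, 0.00016 with outlier spots kept and 0.039 with the mean of probes, and it was -0.22 to 0.13 without a pair and -0.14 to 0.14 without a single array, with 0.093 without Met-supplemented replicate 3. For *dmsG* it was -0.050 to 0.0045 without a pair and -0.089 to 0.030 without a single array. SO_1231 stood at -0.14 with normexp and quantile normalization, -0.12 with quantile normalization, -0.014 with median scaling, -0.16 with the deposited values with or without the block, -0.0067 with the mean of probes and -0.00085 with spike-in scaling. SO_1232 stood at 0.052 with normexp. The cause was not tested.

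Of the 44 named genes that were followed, 37 were called. Over the alternatives that left out no array, 550 of their 555 values kept the call and 5 lost it, and none reversed. With arrays left out, 313 of 333 kept it and 20 lost it. The values that lost the call belonged to *argC* (9 values), *trpE* (9), *glyA* (5) and *mtrB* (2). Some called list genes near the fold threshold were not followed, among them *hemX* at 1.00, *hemC* at 1.06 and *hemL* at 1.08. The tally therefore does not cover their calls. Low signal set a limit for the TMAO loci, of which 2 of 4 were tested. Slide and scan could not be run as blocks, since the arrays shared 1 slide and 1 scan, and the planned list of ribosomal protein genes was not run.

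For the count of changed genes, 1 of the 10 splits of the 6 arrays, the real one, gave as many genes, both with the block (847 genes) and without it (837). The other 9 splits gave 0. A set of 10 splits cannot give a share under 0.05 whatever the values, so the count of splits alone cannot exclude chance.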

Other observations

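The tests on RNA mixing, scaling, labeling and culture state for Met-free replicate 3, on background and near-identical copies for the *dms* genes, on the offset of the *metR* list and on chance assignment of predicted sites were chosen only after the result was seen.

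Met-free replicate 3 lay between the other Met-free arrays and the Met-supplemented arrays. Over the 847 called genes it had moved a median of 28.0% of the way from the mean of the other Met-free arrays to the mean of the Met-supplemented arrays. To keep the noise of the arrays apart, its difference from one Met-free array was correlated across genes with the Met response measured from the other, which gave 0.43 and 0.29, and 0.43 and 0.23 with normexp. A scaling factor, or one that varies with signal, would shift genes of like signal alike. Within each quartile of mean signal, the genes higher with Met instead shifted up relative to the genes lower with Met. The smallest gap was 0.375 log2 units over 32 comparisons (4 quartiles, 4 kinds of values and both choices of reference array), and all 32 bootstrap intervals over genes were clear of 0, which argues against the scaling of that array. Among 2498 genes with an absolute log2 fold change under 0.5, its slope on the other Met-free arrays was 0.981, which argues against a compressed signal range. Its *metR* signal was 1.22 log2 units, near the Met-free mean of 1.50 and far from -2.58 with Met, which argues against a Met-supplemented culture under a Met-free label. RNA from a Met-supplemented culture mixed into the sample would have to move genes by a common share. Selected on Met-free replicate 1 and compared with replicate 2, the genes that rose by 1 to 2 log2 units imply a share of 19.5%, those at 2 to 3 imply 13.8% and those above 3 imply 8.89%. These shares would shift the genes that fall with Met by medians of -0.16, -0.11 and -0.07 log2 units, and their observed shift was -0.326 (95% bootstrap interval over genes -0.36 to -0.29). With the 2 arrays exchanged, the shares were 17.4%, 14.3% and 7.11% and the observed shift was -0.344 (-0.38 to -0.30), again beyond the largest expected shift of -0.15, which argues against such a mixture. Another culture state at harvest, such as growth phase or oxygen supply, stays open. *metR* had covered 10.2% of the way, and the other *met* genes named above ranged from -8.48% (*metB*) to 24.7% (*metE*). *dcuB* had covered 9.42% and *dmsE* -4.82%, while *yfiA* had covered 61.0% and *mtrC* 33.4%. A candidate explanation is that part of the response listed for Met also varies with a state other than Met supply, but no record of the cultures was analysed here.

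Met-free replicate 2 differed in another way. The median normalized log2 signal of *argC*, *argB*, *argF*, *argG* and *argH* was 2.98 in it, 1.08 and 0.65 in Met-free replicates 1 and 3, and 2.76 as the mean with Met. No explanation was tested for this.

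*dmsE* and *dmsF* rose and the 4 other genes of the operon did not. The lowest number of arrays on which a probe of those 4 was well above background was 6, so signal at background is argued against. The smallest gap between the 2 parts over all settings was 2.10 log2 units, which argues against scaling, background correction or probe summary. All 4 genes are on the list of genes lower on *metR* overexpression, so they responded in that comparison, but whether the probes of the 4 genes read a near-identical copy cannot be told apart without their sequences. A difference in transcript processing or an internal end of transcription was not tested.

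As a list, genes higher on *metR* overexpression were not lower with Met, although *metR* itself fell. Single genes of the list did fall, with 24 of 307 called lower and 34 called higher. Among the study's selected genes that were higher on *metR* overexpression, *metY*, *metA*, *metB*, *trpE* and *glyA* were called lower with Met. Of these, the calls of *trpE* and *glyA* were fragile. *argC* was called higher, also a fragile call, and *luxS* was not called. An offset from the scaling is argued against, because the median of the list relative to all genes was at least 0.0918 under the settings compared. The *metR* overexpression cultures were grown anaerobically in the study and these cultures aerobically, and that difference was not tested.

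Within the list of genes lower on *metR* overexpression, the 61 with a predicted CRP site had a median log2 fold change of 1.32 and the others 0.12. Random draws of as many genes from the list gave a two-sided permutation p of 2e-05, the smallest that 100000 draws can give, and an adjusted p of 8.0e-05 over 4 such tests. It was also 2e-05 with each run of adjacent locus tags as 1 value (54 runs with a site at 1.18, 180 without at 0.14), which argues against neighboring genes counted several times, and 2e-05 without the process lists (46 genes at 1.32, 304 at 0.04), which argues against the study's choice of process genes. Genes on neither *metR* list had medians of 0.24 with a CRP site (244 genes) and -0.09 without (3684 genes). Among genes higher on *metR* overexpression, the 34 with a CRP site had a median of 0.35 and the others 0.10. There the permutation p was 0.0666 (adjusted p = 0.0887). Whether the difference is larger within the list of genes lower on *metR* overexpression was not tested. For the 18 genes of the list with a predicted MetR site, the median was 0.92, and the permutation p was 0.0572 (adjusted p = 0.0887), so chance assignment of those sites cannot be excluded. The CRP result may point to CRP-linked genes as the part of the *metR* list that moved with Met, a hypothesis found and tested on the same arrays. Medians were also higher with a CRP site outside that list, so the difference cannot be called particular to it.

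The log2 fold change of *cymA* was 0.79. That is lower than the value quoted from the study above. *omcA*, at 1.87, was also below the value quoted for its operon. *metE*, at -6.53, and *metR*, at -4.09, fell by less than the quoted values. *fccA*, at 2.89, matched its quoted value after rounding, and *dmsE*, at 3.45, was above the value of its operon.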
